A study of Mus musculus with 6 samples.

How the data were processed

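The 6 samples were prepared with MULTI-seq, in which cells are marked with lipid-bound DNA barcodes before pooling, and captured on a 10x Chromium chip with the v3 chemistry for transcript 3' ends, per the labels' protocols. Live cells were negative for DAPI and Ter119, and 35000 cells were loaded per well for a target of 20000, per the labels' protocols. The aligner, the counting tool, the genome build, the annotation and the authors' cell filter are not given in the sources used here, and no genomic coordinates are printed for that reason. The authors deposited 1 matrix for all samples, and its values are raw UMI counts per gene and cell, as the file headers and whole-number values show. The matrix holds 24568 gene symbols without identifiers and 13127 barcodes with 34703540 entries above 0. The barcodes end in 1 of 6 suffixes, and neither titles nor descriptions name a suffix, so the matrix was treated as 1 sample. Tables of lipid barcodes were not among the files used here, so segments could not be assigned.

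Suffixes were used only to split the matrix into technical sets. The last digit of the suffix gave ending A or B, and the other digit gave the set within it. Of 24568 symbols, 21351 had counts in ending A, 18222 in ending B and 17403 in both. Among symbols with at least 5 CPM in 1 ending and no count in the other, 233 were found only in A and 146 only in B, and 103 of the latter were older synonyms of the former in the RefSeq gene table supplied with the mouse reference. The counts of both endings therefore rest on different gene lists. Clustering was done separately in each ending with genes counted in both.

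Cells with fewer than 1000 detected genes or more than 5% mitochondrial UMIs were left out, which removed 108 and 367 cells, counted separately. Scrublet in scanpy 1.11.5, run on each set with an expected rate of 5%, called 84 doublets (0.640% of cells). In ending A it called 0.404% of 5940 cells, which is too few for the caller to be taken to have worked there, and doublets may remain in both endings. Counts were scaled per cell, log-transformed and reduced to 2000 variable genes and 30 principal components, and a graph of 15 neighbours was partitioned with leidenalg 0.10.2 at resolution 1. The panel genes were left out of the variable genes. This gave 23 clusters in ending A and 20 in ending B. Markers had been fixed before the data were examined, and the scoring rule was set afterwards. A cluster was called PDGFRA-high mesenchyme with at least 3 of its markers at 2-fold or more over the other cells of the same ending. It was given another lineage with at least 3 markers at 4-fold or more and 1 or more among its top 10 genes. It was otherwise called other mesenchyme with at least 3 mesenchyme markers at 100 CPM or more. A cluster with more markers of another class than of its own among its top 10 genes stayed unnamed. One unnamed cluster of 98 cells in ending B had a Pdgfra level of 390.5 CPM. Lineages other than the mesenchyme are called "like" because they rest on these markers alone.

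UMIs were summed over the cells of a class and divided by the class total to give CPM. Log2 ratios of CPM carry exact conditional binomial 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals, computed with scipy 1.17.1. The ratios of Hedgehog genes within sets among cells with no cycling UMI are Mantel-Haenszel rate ratios with normal intervals on the log scale. All of these cover counting error only and say nothing about variation between embryos. The limit for a count of 0 was taken as 3 counts of the total. No edgeR or other count model was fitted, because a pooled matrix has no replicates, and the planned fit across ages was dropped for the same reason. The ratio step was checked on simulated data for the comparison of PDGFRA-high with other mesenchyme. Among 18424 genes simulated with 200 changed, the direction was recovered for 100% of the changed genes and the interval covered the true ratio for 95.0% of them. The counts were drawn from the Poisson model that the interval assumes, so this checks the calculation only. Variation between cells and sets was left out.

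The text names panel genes with at least 20 CPM in 1 class, in each family the largest ratios up and down, and beyond the panel the 5 largest and the 5 smallest ratios among genes with at least 50 CPM in the higher class that are not cell type markers and have the same sign in both random parts of the cells. A direction over the sets is given only as the number of sets that show it. Thinning drew 2000 UMIs per cell without replacement. The alternatives planned before the data were examined were other clustering resolutions, 1000 variable genes, panel genes kept, doublets kept, no cell filter, the mean of per-cell CPM, a class cut from the top 10% of Pdgfra counts per UMI, no CPM minimum, other thinning depths, single cycling genes and a minimum of 2 UMIs for sex-specific transcripts. Alternatives added after seeing the data were equal weights for sets, each ending alone, clustering without 2397 genes in ending A and 1171 in ending B whose level correlated with the cycling share (absolute r above 0.1), Pdgfra required among the markers, a PDGFRA-high cluster with the most cycling UMIs left out, and the summing of older and newer symbols. Figures were drawn with matplotlib 3.10.9.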

Results

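Fetal mouse intestine was profiled by single-cell RNA sequencing of tissue from a Pdgfra-H2BGFP line, in which the promoter of Pdgfra, a platelet-derived growth factor receptor of mesenchymal cells, drives a nuclear green fluorescent protein. Embryos of 5 ages were used, with 4 pooled replicates at E13.5, 3 at E14.5 and 2 each at E15.5, E16.5 and E18.5. Each intestine was cut along its length into pieces of 2.5 mm, which gave 3 segments at E13.5, 5 at E14.5, 10 at E15.5, 15 at E16.5 and 20 at E18.5. The labels give 6 samples in 4 groups. For the ages E15.5 and E16.5 there were 2 wells of all live cells and 1 of enriched cells, and the ages E13.5, E14.5 and E18.5 were laid out the same way. Enriched cells had been sorted for CD31 (endothelium), CD45 (blood lineage), Epcam (epithelium) or a high PDGFRA-GFP signal.

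The deposited matrix held 13127 cells and 24568 genes, with 100735249 unique molecular identifiers (UMIs) in all. Its cell barcodes carried 6 different suffixes that no label explains, so no cell could be assigned by them to a sample, an age or a segment. The lipid barcodes that mark ages and segments are not in the matrix files. The suffixes define 6 barcode sets, named here A1, A2, A3, B1, B2 and B3 after the ending of the suffix (A or B) and a number within it. Their layout, 2 endings of 3 sets each, is that of the samples, and they may be the samples, but no label says so. For that reason they were not used as study groups. Every value below therefore comes from 1 pooled matrix with no replicates, no test was made, and intervals are 95% intervals that cover counting error only. Sets A1, A2 and A3 held 2505, 2128 and 1307 cells with medians of 12101, 13454 and 6852 UMIs per cell. Sets B1, B2 and B3 held 2272, 2590 and 2325 cells with medians of 4154, 4097 and 3521 UMIs. Single cells ranged from 1501 to 23996 UMIs. Precision per cell was thus lower in ending B, and the shares of cells with cycling transcripts were compared between classes and sets after thinning. The comparison of E15.5 and E16.5 with the other ages could not be made without a map from cells to samples.

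The first question was which of the sorted populations the matrix holds. After the cell filter and removal of called doublets, 12608 cells remained. Clusters matching the fixed markers of PDGFRA-high mesenchyme held 3771 cells, 29.9% of those kept (95% Clopper-Pearson interval 29.1 to 30.7). Clusters of other mesenchyme held 8371 cells, or 66.4% (65.6 to 67.2). A further 415 cells (3.29%) were in clusters that stayed unnamed because their leading genes went against a name. Small glia-like, lymphoid-like and myeloid-like clusters held 36, 12 and 3 cells. No cluster met the rule for epithelium, endothelium, smooth muscle or enteric neurons. The rule compares a cluster with the rest of its ending, so it can miss a lineage spread over several clusters. The smooth muscle marker Acta2 stood at 820.5 CPM in other mesenchyme, with UMIs in 88.04% of its cells. That class may therefore include smooth muscle or related cells. The share of PDGFRA-high cells moved most when Pdgfra itself was required among the markers of a cluster, to 24.97%. Col1a1 UMIs were found in 95.2% of kept cells, whereas Epcam UMIs were found in 14.03%, Pecam1 in 4.72% and Ptprc in 1.23%. The comparison of epithelium with mesenchyme was not possible, since no epithelial class was found among these cells. The labels name cells sorted for Epcam, CD31 or CD45, so their near absence describes the deposited cells and not the wells. Whether cells were chosen before deposit is not given.

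The classes were spread unevenly over the barcode sets. PDGFRA-high cells made up 2.03% of set A1 (1.51 to 2.67), 1.92% of A2 (1.38 to 2.61) and 93.1% of A3 (91.5 to 94.5). In ending B they made up 13.6% of B1 (12.2 to 15.1), 15.3% of B2 (13.95 to 16.8) and 87.1% of B3 (85.6 to 88.5). Unnamed cells were 5.79% of B1, 6.13% of B2 and 5.00% of B3, but 0.773% of A1, 0.288% of A2 and 0 of the 1177 cells of A3, which allows a share of up to 0.255%. Sorting in enriched samples, and any choice of cells before deposit, set such shares, so they describe the deposited cells and not the tissue. PDGFRA-high cells were also shallower, with a median of 3859 UMIs against 7640 in other mesenchyme. Part of this gap comes from pooling, as the medians were 6973 against 12927 in ending A and 3438 against 4256 in ending B.

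**Figure D1:**
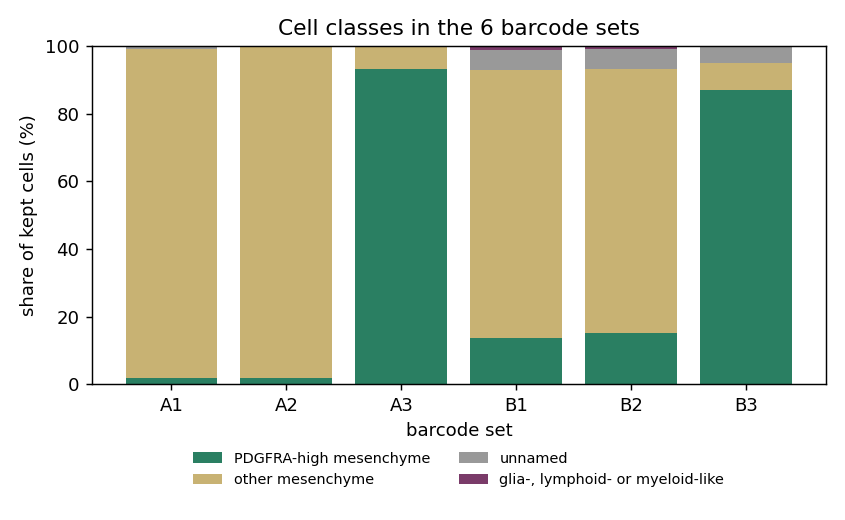
Share of kept cells (percent, vertical axis) in each class for the 6 barcode sets (horizontal axis), as stacked bars. PDGFRA-high mesenchyme fills most of A3 (93.1%) and B3 (87.1%) and at most 15.3% of the other sets.

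Because PDGFRA-GFP-high cells were one of the sorted populations, their transcripts were compared with those of the remaining mesenchyme. UMIs were summed over each class, 18205741 in PDGFRA-high cells and 77158356 in other mesenchyme, and divided by the class total to give CPM, a gene's count scaled to a fixed number of UMIs in the class. Since the sets contribute unequally to the classes, pooled ratios are given with the number of sets that show their direction, or with values in single sets. Pdgfra, which served as a marker, stood at 711.5 CPM against 130.8 CPM, and at 375.3 against 73.05 CPM in set B1, for example. The gap was narrower in A3, at 1014 against 346.4 CPM, and in B3, at 436.7 against 258.7 CPM. The panel of signalling, matrix, cycling and regional genes was fixed before the data were examined and kept out of the clustering genes. Of its genes, 74 reached 20 CPM in 1 class, and 25 of these were higher and 25 lower in PDGFRA-high cells in all 6 sets with a pooled interval on the same side of 0.

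Summed over the 8 genes of the BMP family panel, PDGFRA-high cells had 2034 CPM against 656.0, a log2 ratio of 1.63 (1.61 to 1.65). The ratio ranged from 0.51 in B3 to 1.67 in A1. Weighting the 6 sets equally moved it most, to 1.18. Bmp2 showed the largest ratio, with 289.2 CPM against 16.45 and a log2 ratio of 4.14 (4.05 to 4.23), ranging from 1.09 in B3 to 5.10 in A2. Bmp7 (2.60), Id1 (1.98) and Bmp4 (1.37) were also higher in all 6 sets. Bmpr1a was the lowest of the family at a log2 ratio of 0.12 (0.03 to 0.20), with 3 sets higher and 3 lower. Noggin (Nog) and the gremlins stayed under 20 CPM in both classes.

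For the Hedgehog family the 9 panel genes summed to 1979 CPM in PDGFRA-high cells and 997.6 CPM in other mesenchyme, a log2 ratio of 0.99 (0.97 to 1.01). The sets ranged from 0.44 in B3 to 1.16 in B1, and of the alternatives tried, cells of ending B alone moved the ratio most, to 1.11. Hhip had the largest ratio at 1.64 (1.57 to 1.72), followed by Ptch1 at 1.36 (1.33 to 1.38), Foxf2 at 1.14 and Foxf1 at 0.59, all higher in 6 of 6 sets. Gli1 and Smo went the other way in the pooled cells. Gli1 stood at 63.28 CPM against 68.43 CPM, a log2 ratio of -0.11 (-0.21 to -0.02), and was higher in only 1 set. Smo stood at -0.18 (-0.27 to -0.09) and was higher in 2 sets. Neither had one direction over the sets. The ligands Shh and Ihh were below 3 CPM in both classes. Pdgfa, the PDGF ligand above 20 CPM, stood at 77.94 against 81.14 CPM in the pooled cells, a log2 ratio of -0.06 (-0.14 to 0.03). It was higher in 5 sets and lower in 1, with values from -0.24 to 0.44. Its pooled direction depended on how the classes were drawn, with -1.03 for the top 10% of Pdgfra counts over all sets. Pooling of sets with unlike levels also entered, as ending A alone gave -0.46 although Pdgfa was higher in A1, A2 and A3.

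Genes of the WNT family went both ways. Wnt4 was higher in PDGFRA-high cells at a log2 ratio of 2.86 (2.71 to 3.01), and Wnt5a at 0.74 (0.69 to 0.80), both in all 6 sets. Rspo3 was lower in all 6 sets, with 11.10 CPM against 67.85 and a log2 ratio of -2.61 (-2.82 to -2.41). Its values lay between -1.98 in B1 and -1.60 in B2, closer to 0 than the pooled ratio. Dkk2 had the smallest pooled ratio at -2.98 (-3.43 to -2.56) but was lower in 4 sets and higher in A1 and A2. Dkk3 stood at -0.30, lower in 5 sets.

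Among matrix and adhesion genes the largest ratio belonged to Tnc, with 73.49 CPM against 10.16 and a log2 ratio of 2.86 (2.73 to 2.98). Has2 (1.76), Myh9 (1.49), Col4a1 (1.39), Mmp2 (1.24), Mmp14 (0.33) and Ncam1 (0.27) were also higher in 6 of 6 sets. Cdh2 was the lowest, at 16.53 CPM against 42.74 and a log2 ratio of -1.37 (-1.55 to -1.20), and was lower in 6 of 6 sets. Its values lay between -1.975 in A1 and -0.32 in B3, with a median of -0.69 over the sets. With the sets weighted equally the Cdh2 ratio was -0.81. Timp3, Col5a1, Cdh11, Vcan, Fn1 and Myh10 changed direction between sets.

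**Figure D2:**
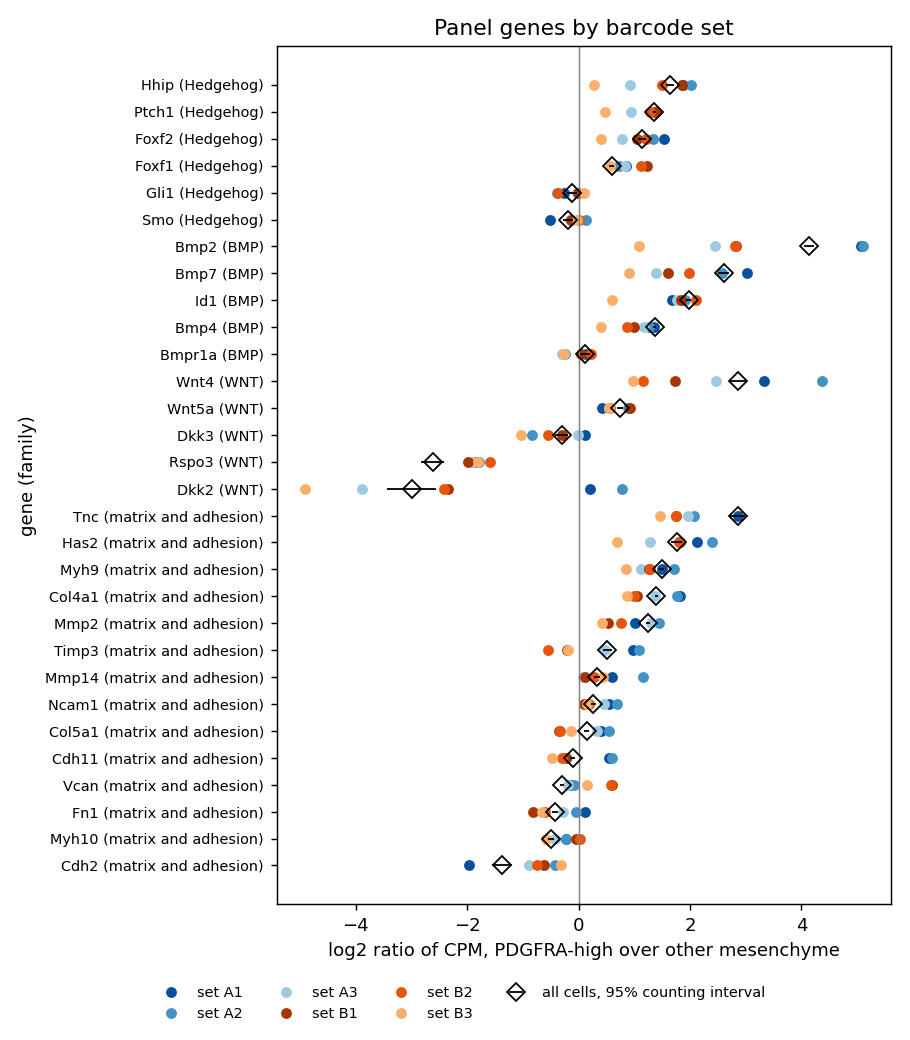
The log2 ratio of CPM, PDGFRA-high over other mesenchyme (horizontal axis), is plotted for panel genes with at least 20 CPM in 1 class (vertical axis, with the gene family). Filled points are single barcode sets, and open diamonds with bars are all cells with their 95% counting interval. Bmp2 spans 1.09 to 5.10 over the sets and always lies above 0, whereas Gli1 lies near 0.

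Beyond the panel, the rule fixed before the data were examined named the 5 genes with the largest and the 5 with the smallest ratios. These genes could take part in clustering, so their ratios describe how the classes were separated and are not independent of it. Slco2a1 led with 166.9 CPM against 1.61 CPM, a log2 ratio of 6.70 (6.44 to 6.97), followed by Chp2 (6.31), Ctxn3 (6.24), Adamts18 (6.19) and Elovl7 (6.04). At the other end were Ogn, with 3.79 CPM against 209.8 and a log2 ratio of -5.79 (-6.15 to -5.45), Shisa3 (-5.61), Cxcl13 (-5.29), Il33 (-5.04) and Aspn (-4.94). Each of the 10 had one direction in 6 of 6 sets, but for Slco2a1 the ratio was 7.58 in A2 and 2.04 in B3. The order belongs to the pooled cells: with the sets weighted equally Slco2a1 stood at 3.96 and was no longer among the 5 largest, and 7 of the 10 genes were named again. Of the 10 genes, 6 were named again when the class was defined by the top 10% of Pdgfra counts per UMI, and none when no CPM minimum was set.

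Cycling transcripts were then compared between the classes. The 21 cycling genes of the panel held 7.15 of every 10000 UMIs in PDGFRA-high cells and 35.7 in other mesenchyme. A PDGFRA-high cluster of 64 cells, 63 of them in A3, held 43.8% of these UMIs of its class, and without it the class held 4.22 of every 10000. Its name rests on markers other than Pdgfra, and it passed to other mesenchyme when Pdgfra was required. On the log2 scale, with this cluster kept, the ratio was -2.32 (-2.34 to -2.29), with values from -3.96 in B3 to -2.47 in A1. All 21 genes at or above 20 CPM were lower in 6 of 6 sets, with pooled ratios from Ccnb2 at -3.20 to Mcm7 at -1.52, an order that differed with the sets weighted equally. Of the cycle inhibitors, Cdkn1c was higher in PDGFRA-high cells in 6 of 6 sets, with 1635 CPM against 777.9 and a log2 ratio of 1.07 (1.05 to 1.09), and Cdkn1b (0.60) was higher in 5. Leaving out of the clustering the genes that follow the cell cycle brought the cycling ratio to -1.66, so its size depends on how the classes were drawn.

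At equal depth the same order was seen. After thinning each cell to 2000 UMIs, 8.94% of PDGFRA-high cells (8.04 to 9.90) held a Mki67 or Top2a UMI, against 40.0% of other mesenchyme (38.9 to 41.0). The unthinned shares were 18.4% and 56.7%. Thinning left out 23 PDGFRA-high and 17 other cells with fewer UMIs. Within the sets the PDGFRA-high share was 6% in A1 (1.26 to 16.6), 10.3% in A2, 18.9% in A3, 9.49% in B1, 7.33% in B2 and 5.35% in B3. The corresponding shares in other mesenchyme were 46.9%, 46.8%, 73.4%, 32.2%, 30.6% and 41.8%, and the intervals of the classes did not overlap in any set. Without the cluster of 64 cells the share in A3 was 14.1% (12.01 to 16.4). No class that should lack these transcripts was at hand. The lowest share in any cluster of at least 50 cells was 4.67% (3.07 to 6.77), in a PDGFRA-high cluster of ending B. It is the lowest of many clusters and belongs to the class compared, so it was not used as a background. Its cluster of 559 cells also passed to other mesenchyme when Pdgfra was required among the markers.

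**Figure D3:**
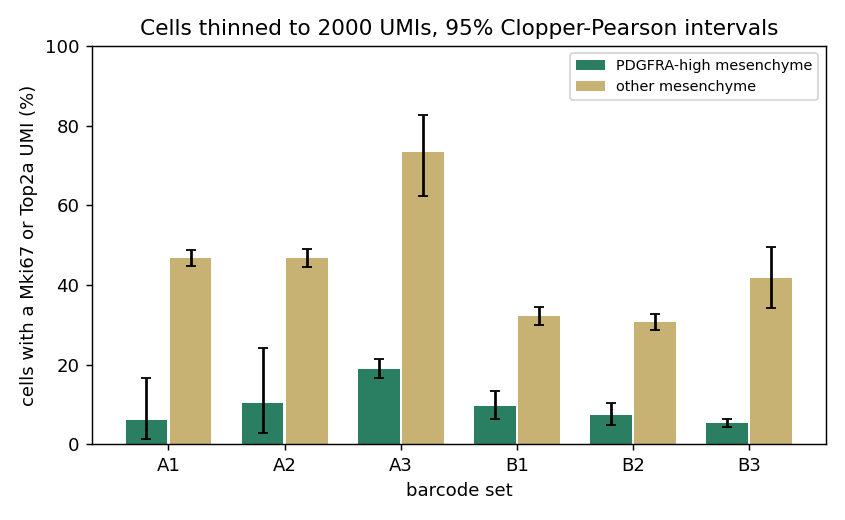
Share of cells with at least 1 Mki67 or Top2a UMI (percent, vertical axis) after thinning to 2000 UMIs, for both classes in the 6 barcode sets (horizontal axis), with 95% Clopper-Pearson intervals. PDGFRA-high mesenchyme lies between 5.35% and 18.9%, and other mesenchyme between 30.6% and 73.4%.

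The series cut the intestine along its proximal-distal axis, and regional genes were examined for that reason. Several Hox genes were higher in PDGFRA-high cells: Hoxd8 at a log2 ratio of 1.55 (1.39 to 1.71), Hoxa3 at 0.96, Hoxa7 at 0.84, Hoxc6 at 0.78, Hoxb8 at 0.73 and Hoxb7 at 0.35 were so in 6 of 6 sets. Hoxb3 (-0.42) and Hoxa2 (-0.36) were lower in 6 of 6 sets, and Hoxb2 had the smallest pooled ratio at -0.53 but was split over the sets. Hoxb6 was higher in each of the 6 sets, yet its pooled ratio was -0.06 (-0.19 to 0.08), because the sets differ in their levels and weights. The proximal genes Pdx1, Gata4 and Onecut2 were all below 20 CPM. A UMI of a proximal gene was present in 313 of the 12142 cells of both classes (2.58%), and 138 of these cells were in A3. Without A3 the share was 1.60%, or 175 of 10967 cells. For comparison, a UMI of the enterocyte genes Fabp1, Fabp2, Apoa1, Apoa4 or Rbp2, which mesenchyme should lack, was present in 54.7% of the same cells, from 12.96% in B2 to 99.9% in A3.

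Embryos of unstated sex were pooled, so sex-specific transcripts were counted per cell. Of the kept cells, 59.4% (58.6 to 60.3) held Xist UMIs only, 25.3% (24.5 to 26.1) held UMIs of the Y genes Ddx3y, Eif2s3y, Kdm5d or Uty only, 5.62% (5.23 to 6.04) held both and 9.64% neither. The endings differed. Xist alone was found in 33.7% of ending A and 80.9% of ending B cells, and Y genes alone in 46.7% and 7.53%. These shares were not matched for depth, which differed between the endings. With at least 2 UMIs required, the share with both was 0.539%. Xist itself stood at 1731 CPM in PDGFRA-high cells and 591.0 CPM in other mesenchyme, a log2 ratio of 1.55 (1.53 to 1.57). Its values within the sets were smaller, from 0.32 in B3 to 1.16 in A1, and positive in 6 of 6 sets.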

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

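Alternatives that weighted the barcode sets equally, used 1 ending alone, left cycle-correlated genes out of clustering, required Pdgfra among the markers of a cluster or summed older and newer symbols, the class drawn from Pdgfra counts for the cycling shares, and the leaving out of a PDGFRA-high cluster with the most cycling UMIs, were chosen after seeing the data. The other alternatives were fixed before. No paired analysis was possible because the cells could not be assigned to samples, so the lane numbers shared by the groups enter no fit and no result comes from a test. Classes were set side by side within barcode sets, which no label ties to samples. The planned comparisons across ages and of epithelium with mesenchyme, and a correction for free RNA within the latter, could not be run on these cells. Whether proximal and distal genes fall in the same cells is not reported, so its alternatives are not given.

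The share of PDGFRA-high mesenchyme, 29.9%, was 32.6% at the lower and 26.2% at the higher clustering resolution, 31.2% with 1000 variable genes, 32.2% with panel genes kept for clustering, 26.0% with called doublets kept, 28.45% with no cell filter, 33.7% with cycle-correlated genes left out of clustering and 24.97% with Pdgfra required among the markers. In the same order the share of other mesenchyme, 66.4%, was 62.5%, 63.6%, 59.5%, 63.7%, 68.3%, 60.6%, 57.2% and 71.3%. All of these values lay outside the counting interval of the main share, and other mesenchyme was the larger class under each of the alternatives. Keeping 84 called doublets moved the share by more cells than it added, so it acted through the clustering. The cause of the other moves was not tested.

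The log2 ratio of summed UMIs for the BMP panel, 1.63, was 1.54 as the mean of per-cell CPM, 1.42 for the top 10% of Pdgfra counts, 1.69 at the lower and 1.54 at the higher clustering resolution, 1.61 with called doublets kept, 1.18 with sets weighted equally, 1.69 in ending A alone, 1.32 in ending B alone, 1.75 with cycle-correlated genes left out and 1.54 with Pdgfra required. For the Hedgehog panel the ratio of 0.99 stayed within its interval at both clustering resolutions and with called doublets kept. It was 1.03 as the mean of per-cell CPM, 0.94 for the top 10% of Pdgfra counts, 0.92 with sets weighted equally, 1.02 in ending A alone, 1.11 in ending B alone, 1.04 with cycle-correlated genes left out and 0.97 with Pdgfra required.

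For the cycling panel the ratio of -2.32 stayed within its interval at the higher clustering resolution. It was -2.54 as the mean of per-cell CPM, -2.25 for the top 10% of Pdgfra counts, -3.06 at the lower clustering resolution, -2.99 with called doublets kept, -2.86 with sets weighted equally, -1.77 in ending A alone, -3.12 in ending B alone, -1.66 with cycle-correlated genes left out, -3.02 with Pdgfra required and -3.08 without the PDGFRA-high cluster of 64 cells with the most cycling UMIs. Requiring Pdgfra also takes this cluster out of the class, so -3.02 and -3.08 are not independent. With the top 10% of Pdgfra counts taken within each set, the values lay between -2.14 in A3 and -0.18 in A1, nearer 0 than the pooled value in every set. The sign of these 3 panels was the same under all alternatives run for them. The causes of these moves were not tested, except that pooling sets of unequal levels enters every pooled ratio by construction.

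The 8.94% of PDGFRA-high cells with a Mki67 or Top2a UMI became 7.61% at a thinning depth of 1500 UMIs, 13.1% at 3000 UMIs, 18.4% unthinned, 3.18% for Mki67 alone, 7.31% for Top2a alone, 11.3% for the top 10% of Pdgfra counts, 12.3% with cycle-correlated genes left out, 16.8% in ending A alone and 6.002% in ending B alone. In the same order the 40.0% of other mesenchyme became 36.2%, 46.1%, 56.7%, 21.4%, 34.7%, 32.3%, 43.0%, 47.0% and 31.4%. Without the cluster of 64 cells the PDGFRA-high share was 7.66%. Other mesenchyme had the larger share under each of these. The effect of depth, of single genes and of the cluster left out follows from their construction, and for the other alternatives the cause was not tested.

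Of the 84 single genes compared, 10 named by the ratio rule and 74 of the panel, 60 had one direction in all sets and a pooled interval on the same side of 0, and none of these 60 changed sign under any of the 10 alternatives for the ratios. Hoxb6, higher in all 6 sets but with a pooled interval that held 0, went from -0.06 to 0.47 with sets weighted equally and 0.92 in ending B alone, but to -0.20 at the lower clustering resolution and -0.21 with cycle-correlated genes left out. Pdgfa went from -0.06 to -1.03 for the top 10% of Pdgfra counts, -0.46 in ending A alone and 0.29 in ending B alone. The WNT panel, with a summed ratio of 0.23, ranged from 0.03 in ending B alone to 0.49 for the top 10% of Pdgfra counts. Between 6 and 9 of the 10 named genes were named again under these alternatives. All 10 were with older and newer symbols summed, and none with no CPM minimum.

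Requiring at least 2 UMIs took the share of cells with Y genes only from 25.3% to 17.7% and that with Xist and Y genes from 5.62% to 0.539%, and left the Xist share of 59.4% within its interval. The cause of the moves in the sex-specific shares was not tested. Depth limits the regional genes, with a UMI of a proximal gene in 313 cells, and shares of cells in ending B, where the median was 3880 UMIs per cell.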

Other observations

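All of the tests in this part were chosen, or changed in their form or in the sets they cover, after the results they bear on had been seen. They were made on the same pooled cells as the patterns, and no label ties a barcode set to an age, so no biological explanation by age was tested. PDGFRA-high cells made up 93.1% of A3 and 87.1% of B3, against at most 15.3% of the other sets. In this A3 and B3 resemble wells enriched for such cells, but the shares do not tell which ages an ending holds.

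Cycling transcripts were lower in PDGFRA-high mesenchyme in every set. The shallower depth of these cells is argued against as the whole cause: at equal depth the share of cells with a Mki67 or Top2a UMI was lower in PDGFRA-high cells by at least 22.7 percentage points in each set. Another candidate explanation is that clusters split by the cell cycle and placed cycling PDGFRA-high cells in the other class. With the class drawn from the top 10% of Pdgfra counts per UMI within each set, or with cycle-correlated genes left out of clustering, the log2 ratio stayed negative beyond its interval in all 6 sets. In B1 and B2 it was at most -1.03, which argues against the split as the whole cause there. In A3 and B3 the drawn class is compared mostly with other PDGFRA-high cells. Leaving out cycle-correlated genes gave -1.99 in A3 and -2.84 in B3. In A3 this hardly changed the classes, with 1100 and 74 cells against 1096 and 79. In B3 only 63 cells were left in the other class, against 170. The split therefore cannot be told apart from other causes in A3 and B3. In A1 the class drawn from Pdgfra counts took the ratio from -2.47 to -0.18 and in A2 from -2.83 to -0.28. Leaving out cycle-correlated genes left -1.43 in A1 and -1.96 in A2. In these sets the split cannot be told apart from other causes, because the definitions part and the drawn class is far larger than the PDGFRA-high clusters, which held 2.03% of A1 and 1.92% of A2. The split may set part of the size in B1 and B2 as well. Leaving out cycle-correlated genes took the ratio in B1 from -3.01 to -1.06. With these genes left out, the classes of B1 held 474 and 1273 of 2211 kept cells, against 301 and 1756 in the main classes. Those of B2 held 573 and 1389 of 2496, against 383 and 1940. More cells were thus in neither class, so part of the change may come from the cells compared. Over both classes together, 46.1% of A1, 45.6% of A2 and 21.8% of A3 cells held a Mki67 or Top2a UMI at equal depth. In B1, B2 and B3 the shares were 28.8%, 26.5% and 8.01%. These shares leave out the unnamed cells, which were more common in ending B. Its unnamed clusters of 196 and 96 cells held such a UMI in 93.85% and 97.92% of cells, and that of 98 cells in 5.10%. The endings are therefore not compared over all of their cells.

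Gli1 did not follow Ptch1 and Hhip. If cycling cells in the other mesenchyme raised its Gli1 level, Gli1 should be higher in PDGFRA-high cells once cycling cells are set aside. Among 1059 PDGFRA-high and 510 other cells with no UMI of the cycling panel, the pooled log2 ratio of Gli1 was -0.36 (-0.65 to -0.08), but the sets contribute unequally to it. Within the sets, as a Mantel-Haenszel ratio, it was -0.35 (-0.76 to 0.05), while Ptch1 stood at 1.15 (1.02 to 1.27) and Hhip at 1.35 (0.88 to 1.82). Single sets went both ways for Gli1, with all intervals holding 0, and in the whole classes Gli1 stood at 0.04 with cycle-correlated genes left out of clustering. The interval within sets leaves out a rise of Gli1 as large as that of Ptch1 or Hhip. This argues against cycling cells as the cause of the whole gap to these genes. A smaller effect cannot be told apart from other causes, since the interval holds 0. The cut also favours shallow cells by construction.

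Xist was higher in PDGFRA-high cells in every set. The sex mix was first tested in all 6 sets by the Y-gene shares, and the test of Xist-rich cells, with at least 2 Xist UMIs and no Y-gene UMI, was added once those had been seen. A larger part of cells from female embryos is argued against as the whole cause in B1 and B2, where Xist was still higher among such cells, at a log2 ratio of 0.35 (0.29 to 0.42) in B1 and 0.39 (0.33 to 0.44) in B2. At equal depth the ratios were 0.25 (0.16 to 0.34) and 0.31 (0.24 to 0.39). In A1, A2, A3 and B3 the sex mix cannot be told apart from other causes. The Y-gene shares at equal depth, PDGFRA-high minus other, differed by -2.93 points in A1, -6.63 in A2 and -3.33 in B3, as the sex mix predicts, and by 1.25 in A3, with overlapping intervals in each. Xist-rich cells stood at 0.26 (0.03 to 0.48) in A1, 0.23 (-0.04 to 0.50) in A2, -0.10 (-0.27 to 0.08) in A3 and -0.10 (-0.17 to -0.04) in B3. At equal depth these values were 0.11 (-0.36 to 0.54), 0.22 (-0.26 to 0.66), 0.22 (-0.21 to 0.68) and -0.12 (-0.22 to -0.01). A larger part of nuclear RNA may contribute. The lower Xist of Xist-rich cells in B3, beyond its interval at both depths, goes against it there. Malat1, Meg3, Neat1 and Kcnq1ot1, which are retained in the nucleus, were each higher in PDGFRA-high cells in all 6 sets, Malat1 by at least 0.80 and Neat1 by at least 2.05 on the log2 scale. The interval of Kcnq1ot1 lay above 0 in 5 of the 6 sets, and in B1 it held 0. An earlier form of this test asked for all intervals above 0, and was loosened to the ratios themselves after the values were seen, so it counts for less. Whether this reflects the cells or their handling during sorting was not tested.

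For genes higher in PDGFRA-high cells, the ratios between the classes tended to be smaller in A3 and B3, the sets made up mostly of these cells. Genes lower in them went both ways and were not tested. Genes with a log2 ratio of at least 2 in the other sets of their ending, 183 in A and 90 in B, had a higher level in the other mesenchyme of A3 and B3, by medians of 1.10 and 1.81. Since choosing genes by these ratios can itself shift the medians, genes were also chosen in the first sets of the opposite ending, which gave 1.495 in A3 and 1.33 in B3, and in A3 and B3 themselves, which gave 1.42 and 1.95. Weighting the other mesenchyme of the remaining sets by the cluster mix of B3 removed 63.3% of this difference, which is consistent with another mix of clusters as a main part of it in B3. In A3 the same weighting removed 17.8%, and 17.2% for genes chosen in the first sets of the opposite ending. It removed 22.1% for genes chosen in A3 itself and 36.98% for 16 genes chosen in B3. These values argue against the mix as the main cause in A3, though the last leaves it a larger part. RNA of PDGFRA-high cells in the other barcodes, as free RNA or mixed barcodes, should bring all of these genes in the same proportion. The proportions needed had an upper quartile 2.72 times the lower in A3 and 3.74 times in B3, where counting noise alone gave 1.45 to 1.74 and 1.49 to 1.98 in the central 95% of simulations. The test first covered A3 and B3 jointly, and their separation and the comparison with counting noise were added after the values were seen. The simulated noise leaves out differences between cells and assumes a fixed profile, so this excludes nothing, and RNA of PDGFRA-high cells cannot be told apart from other causes of the rest.

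Transcripts of other tissues were found in nearly all mesenchymal cells, and which ones differed between the endings. These shares were not matched for depth. UMIs of the enterocyte genes Fabp1, Fabp2, Apoa1, Apoa4 and Rbp2 were present in 99.6% of cells in A1, 99.7% in A2 and 99.9% in A3, but in 14.7% of B1, 12.96% of B2 and 17.6% of B3. In A3 they took up 2331 CPM. Free RNA of epithelial cells is a candidate source. It predicts a number per barcode that barely follows the cell's own depth, and within the sets of ending A the log-log slope of these UMIs on total UMIs was at most 0.36, with means of 18.2 and 20.8 UMIs per cell in the 2 classes of A3. The haemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were present in 98.9% of kept cells in B1, 98.6% in B2 and 100% in B3, against 26.9% in A1, 35.3% in A2 and 24.3% in A3. Their median number per cell, 5 in B1, 4 in B2 and 10 in B3, was the same in both classes and had a log-log slope of at most 0.33, consistent with free RNA of red blood cells. This test was first set on the mean and failed there, with a slope of up to 1.69. The median was put in its place after that was seen. Between 19.6% and 42.8% of the haemoglobin UMIs of a set lay in 24 cells with more than 100 each. The highest of these held 2817, far beyond what free RNA at the level of its set would bring. Whether such barcodes hold a red blood cell beside a mesenchymal one was not tested.

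The endings rest on different gene lists. Of the 146 symbols found only in ending B at 5 CPM or more, 70.5% were listed as older names of symbols found only in ending A, and no symbol found only in A was an older name of one found only in B. The levels of 90 of the 103 pairs lay within 1 on the log2 scale of each other. Different annotation versions between the endings are a candidate explanation, and a direct comparison of the endings gene by gene would take such renaming for a change. For example, Dele1 was counted under that symbol in A at 31.40 CPM and as 0610009O20Rik in B at 20.81 CPM, a pair chosen after its values were seen.

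Barcodes with Xist and Y-gene UMIs could be mixtures of a male and a female cell. In ending A 522 and in ending B 187 barcodes held both. Of those in ending A, 10.9% (8.38 to 13.9) held at least 2 UMIs of each, where simulated pairs of a Xist-only and a Y-only cell gave 40.0%. In ending B the shares were 5.88% (2.97 to 10.3) and 14.3%. The simulation assumes that each cell gives an equal part of its UMIs, so it does not exclude mixed barcodes. Free RNA predicts that the rarer of the transcripts is mostly a single UMI, as in 89.1% of these barcodes in ending A and 94.1% in ending B. That share is the complement of the former one and adds nothing to it, and the simulated pairs also gave 60.0% and 85.7%. Mixed barcodes and free RNA cannot be told apart by these values.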
